# Long Non-coding RNA LINC02474 Affects Metastasis and Apoptosis of Colorectal Cancer by Inhibiting the Expression of GZMB

**DOI:** 10.3389/fonc.2021.651796

**Published:** 2021-04-09

**Authors:** Tiantian Du, Qinglun Gao, Yinghui Zhao, Jie Gao, Juan Li, Lili Wang, Peilong Li, Yunshan Wang, Lutao Du, Chuanxin Wang

**Keywords:** long non-coding RNA, colorectal cancer, migration, invasion, apoptosis

## Abstract

**Background:**

Colorectal cancer (CRC) is one of the most frequently diagnosed malignancies. Metastasis is the main event that impedes the therapeutic effect on CRC, and its underlying mechanisms remain largely unclear. LINC02474 is a novel long noncoding RNA (lncRNA) associated with metastasis of CRC, while little is known about how LINC02474 regulates these malignant characteristics.

**Methods:**

Expressions of LINC02474 and granzyme B (GZMB) were assessed by quantitative real-time polymerase chain reaction (qRT-PCR) or Western blotting analysis. Cell metastasis was detected by transwell assay and metastatic nude mouse model, and apoptosis was determined by Western blotting analysis and flow cytometry. Besides, the interaction between LINC02474 and GZMB was detected by dual-luciferase reporter assays.

**Results:**

The expression of LINC02474 was significantly up-regulated in CRC tissues. Moreover, depletion of LINC02474 damaged the metastatic abilities of CRC cells *in vivo and in vitro* while boosting apoptosis. Besides, up-regulation of LINC02474 could promote migration and invasion, while apoptosis was inhibited in CRC cells. Besides, down-regulation of LINC02474 promoted the expression of GZMB, and interference of GZMB could increase the metastatic abilities of CRC cells while reducing apoptosis. Furthermore, LINC02474 was related to the transcriptional repression of GZMB in CRC cells determined by the dual-luciferase reporter assay.

**Conclusions:**

The findings revealed that a novel lncRNA, LINC02474, as an oncogene, could promote metastasis, but limit apoptosis partly by impeding GZMB expression in CRC. Besides, LINC02474 had the potential to be used as a biomarker in the prognosis of CRC.

## Introduction

The latest epidemiological investigation has shown that colorectal cancer (CRC) ranks as the third most common diseases of cancer-related deaths in the Western countries among both man and woman. It is considered to be the second among the general population. Even with advances in the screenings and therapeutic strategies of CRC in recent years, it is estimated that 53,200 CRC-related deaths will occur in 2020 (1, 2). The leading cause of patient death at advanced stages is metastasis of CRC cells to tissues and organs outside where the tumor developed, leading to increased overall mortality (3). Almost a quarter of CRC patients at an advanced level have metastasis at diagnosis, as there are sometimes no signs at the early stage of CRC before it enters the advanced stage (1). Current treatment regimens can only relieve CRC patients’ symptoms at an advanced stage, 5-year survival rate of advanced CRC is only 10% to 20% (4–6). Therefore, it is urgently necessary to explore neo-biomarkers for CRC and understand their pathological mechanism to improve patients’ survival with advanced CRC (7, 8).

Current evidence indicates that non-coding RNAs (ncRNAs) occupy more than 70% of the human genome (9). Among ncRNAs, those with a nucleotide chain longer than 200 are regarded as long non-coding RNAs (lncRNAs) (10). LncRNAs are attract increasing attention due to their influential regulatory roles in multiple biological processes, especially oncogenesis and cancer pathogenesis (11–16). Moreover, functional dysregulation of some lncRNAs affects cancer cells’ progression and death (17–20). In facts, some researches have reported various dysregulated lncRNAs in CRC. For instance, RAMS11 have been reported associated with poor survival and aggressive phenotypes (21), and overexpression of CCAT2 promotes chromosomal instability (CIN) of CRC cells (22). Also, given the cancer-related characteristics of lncRNAs, some of the lncRNAs may serve as potential biomarkers in CRC.

Granzyme B (GZMB) is generally produced in the tumor microenvironment by cytotoxic T lymphocytes (CTLs) and natural killer (NK) cells as a toxic granule-secreted enzyme with killing activity (23–25). However, a few reports have recorded that low GZMB expression could be associated with early CRC metastasis (26). Moreover, as a serine protease, GZMB has hydrolytic activity and can cleave downstream caspase-3 and Bid to activate them, contributing to apoptosis of targeted cells (27, 28).

Here, we aimed to explore the possible biological function of a novel lncRNA, LINC02474, in the progression and metastasis of CRC. LINC02474 was highly expressed among cancerous areas. Moreover, depletion of LINC02474 inhibited the metastatic ability of CRC cells but intensified the apoptosis. Besides, LINC02474 might exert its effect by mediating transcriptional dysregulation of GZMB. Altogether, our current findings provided significant insights into the regulatory role of LINC02474 in the progression and metastasis of CRC.

## Materials and Methods

### Human Specimens and Ethics Statement

A total of 80 paired CRC and adjacent non-tumor tissue specimens were obtained from CRC patients who underwent a surgical operation during 2016 and 2018 at the Second Hospital of Shandong University. All enrolled patients neither received preoperative chemotherapy or radiotherapy nor had other cancer at the specimen collection time. Histopathological grades were staged based on the 8th edition of the Cancer Staging Manual of the American Joint Committee on Cancer (AJCC). All collected tissue specimens were immediately snap-frozen in liquid nitrogen and stored at −80°C. The essential demographic characteristics and clinical information of these 80 CRC patients were obtained from medical records. All tissue specimens were collected in compliance with the informed consent policy, and this experiment was approved by the Committee for Ethical Review of Research involving Human Subjects of the Second Hospital, Cheeloo College of Medicine, Shandong University.

### Cell Culture

The human CRC cell lines (DLD-1, SW480, HT-29, HCT116, SW1116, and LOVO), one standard colorectal epithelial cell line (FHC), and HEK293T cells were purchased from the cell bank of the Chinese Academy of Sciences (Shanghai, China). DLD-1, SW480, HT-29, HCT116, SW1116, FHC, and HEK293T cells were maintained in Dulbecco-modified essential medium (DMEM) (Gibco, Shanghai, China, Cat#11995500BT). Meanwhile, HCT116 cells were cultured in RPMI-1640 medium (Gibco, Shanghai, China, Cat#C11875500BT). All culture media contained 1% penicillin and streptomycin (Solarbio, Beijing, China, Cat#P1400) and 10% fetal bovine serum (FBS) (Sagecreation, Beijing, China). All cells were maintained at 37°C with 5% CO2, tested negative for mycoplasma contamination, and authenticated based on STR fingerprinting before use.

### SiRNA, Plasmid Construction, and Cell Transfection

Three individual siRNAs specific for LINC02474 (si-LINC02474 1#, 2#, and 3#) and GZMB (si-GZMB 1#, 2#, and 3#), as well as a scrambled negative control siRNA, were acquired from GenePharma (Shanghai, China). 

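Human LINC02474 has 2 annotated transcripts in GENCODE release 29 on GRCh38, both of the type lincRNA and on the forward strand of chromosome 1. LINC02474-201 is 455 bases long, with exons from 221966341 to 221966502, from 221968348 to 221968496 and from 221983000 to 221983143. LINC02474-202 is 1148 bases long, with exons from 221966410 to 221966502, from 221983000 to 221983143 and from 221984054 to 221984964. The exon from 221983000 to 221983143 is in both transcripts, and the 911 bases of exon 3 of LINC02474-202 are not in LINC02474-201.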

Full-length cDNA of human LINC02474 (441bp) was synthesized and cloned into the pcDNA3.1 plasmid vector (Obio Technology, Shanghai, China). The shRNA of LINC02474 was synthesized and cloned into the pLKD-shRNA plasmid vector (GeneCreat, China). All plasmid vectors were extracted by the Endo-Free Plasmid Mini Kit (Omega Bio-Tek, USA, Cat#D6950). The siRNAs or plasmid vectors were transfected into cells with Lipofectamine 2000 (Invitrogen, Cat#11668019) and OPTI-MEM (Gibco, Shanghai, China, Cat#31985062) mixture after a 20 min incubation following the manufacturer’s instructions.

To establish stable LINC02474 depletion or overexpression cells, three-plasmid lentiviral packaging systems (plasmid vectors specific for LINC02474, PAX, and pMD2G) and HEK293T cells were used to produce supernatant containing viral particles after more than 48 h of cultivation. Then the supernatant was collected and incubated with the CRC cells for at least 48 h, and the positive cells were then selected by puromycin (2.5 μg/ml) (Solarbio, Beijing, China, Cat#P8230). The expression efficiency was examined by fluorescence microscope and qRT-PCR. 

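The siRNA sequences were matched to the GENCODE release 29 transcripts. The siRNA LINC02474-homo-356, whose number the RNA-seq samples carry in their labels, targets GGTAGAAGAACGATGAAAT. This site lies in exon 3 of LINC02474-202, from 221984879 to 221984897 on chromosome 1 of GRCh38, and LINC02474-201 does not contain it. The siRNA LINC02474-homo-106 targets GGGTCCGAGACATTTGCAT, from 221983012 to 221983030 on chromosome 1, in exon 2 of LINC02474-202 and exon 3 of LINC02474-201, so this site is in both transcripts. The 3 siRNAs against GZMB all match exons of GZMB-201 on chromosome 14. GZMB-homo-677 (TTGTCTCCTATGGACGAAA) lies from 24631150 to 24631168 in exon 5, GZMB-homo-504 (CACACTACAAGAGGTGAAG) from 24631966 to 24631984 in exon 4, and GZMB-homo-134 (TGGCTTATCTTATGATCTG) from 24632996 to 24633014 in exon 2.

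**Figure D1:**
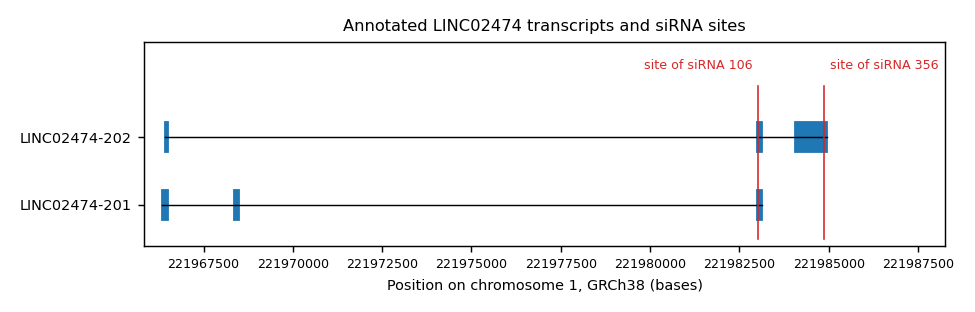
Annotated transcripts LINC02474-201 and LINC02474-202 along chromosome 1 of GRCh38 (x axis, bases), with exons as blue boxes and the siRNA sites as red lines. The site of siRNA 106 falls in an exon of both transcripts, and the site of siRNA 356 falls only in exon 3 of LINC02474-202.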

All sequences of siRNA and shRNA are listed in **Supplementary Table 2**.

### RNA Extraction and qRT-PCR Analysis

Total RNA was collected from tissues with TRIzol Reagent (Ambion, Invitrogen, Carlsbad, CA, USA, Cat#10296010), Simultaneously, it was purified from cultured cells by RNA fast 2000 Reagent (Fastagen, Shanghai, China, Cat#220011). Purified RNA was quantified with a NanoDrop spectrophotometer 2000 (Thermo Fisher Scientific, Waltham, MA, USA) and then reversely transcribed into cDNA using random primers with the PrimeScript™ RT Reagent Kit (TaKara, Dalian, China, Cat#RR037A). qRT-PCR was processed with TB Green™ Premix Ex Taq™ (TaKara, Dalian, China, Cat#RR420A) on a CFX-96 real-time PCR System (Bio-Rad, Shanghai, China). Briefly, after an initial denaturation at 95°C for 30 s, the amplifications were carried out with 42 cycles at a melting temperature of 95°C for 5 s and an annealing temperature at 58°C for 30 s. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was served as an endogenous control. The 2^-ΔΔCT^ method was used to calculate the relative expressions of target genes. The specific primers used for qRT-PCR are listed in **Supplementary Table 3**.

### Western Blotting Analysis and Antibodies

Cells were washed with phosphate-buffered saline (PBS) and then lysed with a Western/IP lysis buffer (Beyotime, Shanghai, China, Cat#P0013) contained a protease inhibitor cocktail (Roche Applied Science, Indianapolis, IN, USA). After 30 min of lysis on ice, the whole lysates were centrifuged at 12,000 rpm for 30 min at 4°C. The proteins were then quantified with a bicinchoninic acid protein assay kit (Vazyme Biotech Co., Ltd., Nanjing, China, Cat#E112-01/02) after a 30 min incubation at 37°C. Subsequently, proteins were subjected to sodium dodecyl sulphate-polyacrylamide gel electrophoresis (SDS-PAGE) on 10% or 12% gels and electrotransferred onto 0.22-μm polyvinylidene difluoride membranes (Millipore, USA, Cat# SLGVR33RS). Then, the membranes were blocked with 5% bovine serum albumin (BSA) (Solarbio, Beijing, China, Cat#A8020) and 1% Tween-20 (Solarbio, Beijing, China, Cat#T8220) in PBS at room temperature for 1.5 to 2 h, followed by incubation with primary antibodies against GAPDH (CST, #5174S, 1:2,000), β-actin (CST, #8457, 1:2,000), GZMB (CST, #17215, 1:1,000), cleaved caspase substrate (CST, #8698, 1:1,000), cleaved caspase-3 (CST, #9664, 1:1,000), cleaved PARP (CST, #5625, 1:1,000), caspase-3 (CST, #9662, 1:1,000), PARP (CST, #9532, 1:1,000), and Bid (CST, #2002, 1:1,000) at 4°C overnight. Tris-buffered saline containing 1% Tween-20 was used to wash the membranes (four times, 5 min for each), followed by incubation with horseradish peroxidase-conjugated secondary antibodies (at a dilution of 1:2,000) at room temperature for 1 h. Next, the bands were visualized with the high-sensitivity ECL Chemiluminescence Detection Kit (Vazyme Biotech Co., Ltd., Nanjing, China, Cat#E412-01-AA) and an enhanced chemiluminescence analysis system (Bio-Rad, Shanghai, China). GAPDH and β-actin were used as controls. All images were quantified by ImageJ software. The assay was repeated at least three times.

### Cell Migration and Invasion Assays

Cell migration and invasion assays were performed with 24-well transwell chambers (8-μm pore size, Corning). Briefly, for migration assays, single-cell suspension at appropriate densities (8 × 10^4^ cells/per well for DLD-1, SW1116, and SW480 cells or 1 × 10^5^ cells/per well for LOVO cells) was plated into the upper chamber with 300 μl serum-free medium. In comparison, the lower section was filled with a 600 μl medium containing 20% FBS. After 24 h (DLD-1, SW1116, and SW480) or 48 h (LOVO), the chamber was washed with PBS. Then cells trapped in the upper chamber were removed, and sections in the lower surface were fixed with methanol and stained with crystal violet (0.1%) (Solarbio, Beijing, China, Cat#G1064). The cell numbers were determined using a microscope from five randomly selected visual fields. For invasion assays, similar methods were performed except that the upper chamber was pre-coated with Matrigel (BD Biosciences, San Jose, CA, United States, Cat# 356234), the cell numbers were doubled, and the collection time was prolonged to 48 h for DLD-1, SW1116, and SW480 cells and 72 h for LOVO cells. These assays were repeated at least three times.

### Flow Cytometry Analysis

The cells were digested with trypsin digestion solutions without EDTA (0.25%) (Solarbio, Beijing, China, Cat#T1350) and harvested. Centrifuging 5 min with 350g. The collected cells were washed with PBS two times, then stained with Annexin V-APC/propidium iodide (PI) apoptosis detection kit (BestBio, China, Cat#BB-41033) following the manual instruction. And finally analyzed with flow cytometry (BD Biosciences) according to the manufacturer’s instructions. The assay was repeated at least three times.

### RNA FISH

Fluorescence processed RNA FISH assay in Situ Hybridization Kit (GenePharma, Shanghai, China). Cy3-labeled LINC02474 and β-actin sense probe and Cy3-labeled LINC02474 antisense probe were acquired from RiboBio (China). DLD-1 cells were first fixed with 4% formaldehyde (Biosharp, Cat#BL539A) for 15 min and then permeabilized in PBS containing 0.1% Triton X-100 (Solarbio, Beijing, China, Cat#T8200) at room temperature for 15 min. After incubated with 2× SSC at 37 °C for 30 min, the cells were hybridized with labeled FISH probe pre-mixed solution at 37 °C overnight in the dark. Subsequently, the cells were washed with 0.1% Tween-20 for 5 min and then sequentially washed with 2× SSC and 1× SSC for 5 min. The three reagents mentioned above were warmed up to 42°C before use. Finally, 4,6-diamidino-2-phenylindole (DAPI) (Solarbio, Beijing, China, Cat#C0065) was used to stain the cell nucleus for 10 min. The images were produced by fluorescence microscopy (Carl Zeiss Microscopy, LLC, USA).

### RNA-seq Analysis

Total RNA was isolated from DLD-1 cells, in which LINC02474 was stably depleted, and their control cells using the RNeasy mini kit (Qiagen, Germany, Cat#74104). Then the cDNA library was acquired and validated by Agilent 2100 bioanalyzer (Agilent Technologies, USA). Then sequencing was carried out by the Illumina NovaSeq 6000 (Illumina, USA). The library construction and sequencing were executed at Shanghai Sinomics Corporation. Cuffdiff was used to evaluate DEGs. Log_2_| fold change| >1 and *P*< 0.05 were used to select DEGs.

### Gene Expression and Analysis of the TCGA Database

The RNA sequencing data (647 CRC cases vs. 51 normal cases) were downloaded from the TCGA database. The R software was used to analyze the data, and the “DESeq2” R package was used to acquire differently expressed lncRNAs. Log_2_| fold change| >1 and *P* value < 0.05 were used to pick statistically significant lncRNAs.

### Dual-Luciferase Analysis

The GZMB promoter region was constructed and inserted downstream of the luciferase reporter gene of the pGL3 primary vector, which contained a modified coding region for firefly luciferase. The TK vector, which included an area for renilla luciferase, was used as the control. All vectors were purchased from Biosune. Lipofectamine 2000 was used to transfect the reporter gene into DLD-1 cells. After transfection for 48 h, the Dual-Luciferase Reporter System Kit (Promega, USA, Cat#E1910) was used to test firefly and luciferase activities. The assay was repeated three times.

### Animal Experiments

For the *in vivo* metastasis experiments, 1 × 10^6^ DLD-1 cells stably transfected with sh-LINC02474 and the corresponding control were resuspended in 0.2 ml PBS and then injected into 14 BALB/c female nude mice by tail intravenous. The mice were 5-week-old and divided into two groups randomly (n=7 for each group). The mice were dissected after 50 days of injection, and lung tissues were isolated, fixed with formalin, and then stained with hematoxylin and eosin. All animal experiments were received and approved by the Institutional Animal Care and Use Committee of The Second Hospital, Cheeloo College of Medicine, Shandong University.

### Statistical Analysis

All data were presented as mean ± standard deviation (SD) from at least three independent experiments. The difference between the two groups was determined by two-tailed Student’s t-test, and the variance among multiple groups was analyzed by one-way analysis of variance (ANOVA). Overall survival (OS) curves were produced by the Kaplan-Meier method. The correlation between the expression of LINC02474 and clinical parameters was explored by the non-parametric Mann-Whitney test. Statistical analyses were performed with R software (version 3.5.2), SPSS software (version 19.0) (IBM, SPSS, Chicago, IL, USA) and GraphPad Prism 6 (GraphPad, La Jolla, CA, USA). A *P* value < 0.05 was considered statistically significant.

## Results

### Identification of Expression Profiles of LINC02474

We first accessed the raw RNA sequencing (RNA-seq) data of the CRC (TCGA-COAD and TCGA-READ) cohort study from The Cancer Genome Atlas (TCGA) database, including 51 normal tissues and 647 CRC tissues, to obtain the profiles of differentially expressed lncRNAs. Among the differentially expressed lncRNAs, we focused on a novel lncRNA, LINC02474, for further exploration. Analytical results from TCGA data suggested that LINC02474 was up-regulated in CRC tissues (**Figures 1A–C**). Moreover, receiver operating characteristic (ROC) analysis revealed that the expression of LINC02474 could be used to distinguish CRC tumor tissues from normal tissues (LINC02474: area under the curve [AUC] = 0.7915, 95% confidence interval [CI] = 0.7495–0.8335) (**Figure 1D**). Up-regulation of LINC02474 implied a poor survival although there was no statistical significance (**Figure 1E**). To validate the database results, we subsequently collected 80 pairs of tissue samples from CRC patients. By quantitative real-time polymerase chain reaction (qRT-PCR), LINC02474 was identified to be expressed at a higher level among human CRC tissues than adjacent normal tissues (*P*<0.05) (**Figure 1F**). ROC analysis confirmed that LINC02474 could also be used to distinguish tumor parts from adjacent regions in CRC patients (LINC02474: AUC = 0.6118, CI = 0.5243–0.6994) (**Figure 1G**). Besides, the clinical-pathological characterizations of CRC patients were analyzed by comparing with the expression of LINC02474; however, there was no significant correlation (**Supplementary Table 1**). Considering that recent studies have revealed that some lncRNAs can encode proteins, such as LINC00961 and lncRNA HOXB-AS3 (29–33), we also predicted the coding ability of LINC02474 in two web sites (http://lilab.research.bcm.edu/cpat/) (http://cnit.noncode.org/CNIT/) by definition of lncRNAs (34, 35). The site prediction results indeed revealed that LINC02474 did not have the protein-coding ability (**Figure 1H**). Moreover, we checked the endogenous expression of LINC02474 among human CRC cell lines, including DLD-1, LOVO, HCT116, SW1116, SW480, and HT-29. We found that the highest expression of LINC02474 was detected in DLD-1, LOVO, and HCT116 cells, while its lowest expression was found in SW480 and SW1116 cells (**Figure 1I**). Besides, the cellular localization of LINC02474 was identified by RNA fluorescence *in situ* hybridization (FISH) in DLD-1 cells. We found that the molecule was more enriched in the cytoplasm than the nucleus (**Figure 1J**). Taken together, a novel lncRNA, LINC02474, was detected and significantly up-regulated in CRC patients, indicating its potentials to be a biomarker in CRC diagnosis.

**Figure 1:**
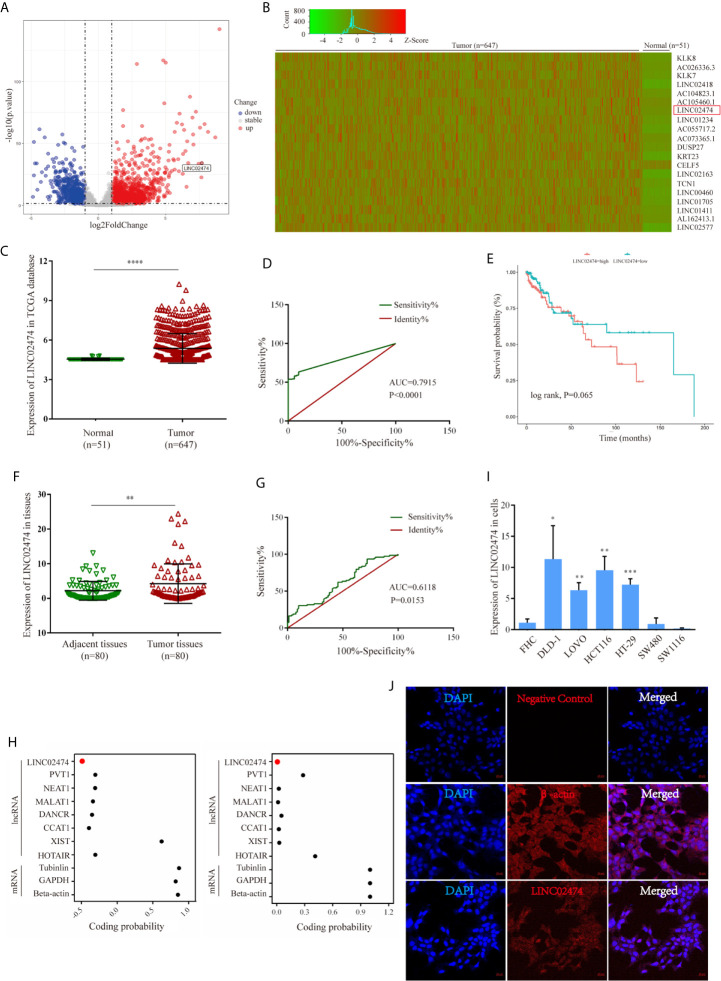
Identification of expression profile characteristics of LINC02474. **(A–E)** Expression profile characteristics of LINC02474 from TCGA data sets (TCGA-COAD and TCGA-READ). **(A)** Volcano plot of DEGs. Red dots (right) represent up-regulated genes; gray dots (middle) represent genes excluded from the threshold (|log_2_ fold change| >1, p < 0.05); and blue dots (left) represent down-regulated genes. **(B)** Heatmap of DEGs (http://shinyheatmap.com/). **(C)** Expression of LINC02474 in 51 normal tissues and 647 tumor tissues. **(D)** ROC curve of LINC02474 yielded an AUC value of 0.7915 (95% CI, 0.7495–0.8335) in distinguishing 647 CRC tissues from 51 normal tissues. **(E)** Survival analysis of LINC02474 from TCGA data sets. **(F)** Expression of LINC02474 in 80 pairs tissues from CRC patients. **(G)** ROC curve of LINC02474 yielded an AUC value of 0.6118 (95% CI, 0.5243–0.6994) in distinguishing tumor tissues from adjacent tissues in 80 CRC patients. **(H)** Coding probability prediction of LINC02474 (coding probability score<0 means no coding potential; coding probability score>0 means certain coding potential.) **(I)** Expression of LINC02474 in CRC cells (normalized to normal cell line, FHC.). **(J)** Subcellular localization of LINC02474 by RNA FISH. Red fluorescent probe: LINC02474 and β-actin (Cy3 labeled probes); blue fluorescent probe: DAPI. β-actin served as a positive control. Representative images (original magnification, ×200) are shown. Results are means ± SD. * represents p < 0.05; ** represents p < 0.01; *** represents p < 0.001; **** represents p < 0.0001.

### Depletion of LINC02474 Represses Migration and Invasion but Accelerates the Apoptosis of CRC Cells

While we have shown that LINC02474 has a strong expression in CRC tissue, it remains uncertain if LINC02474 has any significant yet unexplained effect on CRC cells. Therefore, we depleted LINC02474 with short interfering RNAs (siRNAs) (**Figure 2A**). Compared with the negative control (scrambled), the migration and invasion abilities of DLD-1 cells treated by si-LINC02474#2 were affected (**Figures 2B, C**). Moreover, the expression of apoptosis-related proteins, including cleaved caspase-3, cleaved PARP, and cleaved caspase substrate, as well as apoptosis rate, were increased when LINC02474 was depleted, suggesting that LINC02474 also affected the apoptosis of CRC cells (**Figures 2D–G**). The results mentioned above implied that LINC02474 could mediate migration, invasion, and apoptosis of CRC cells.

**Figure 2:**
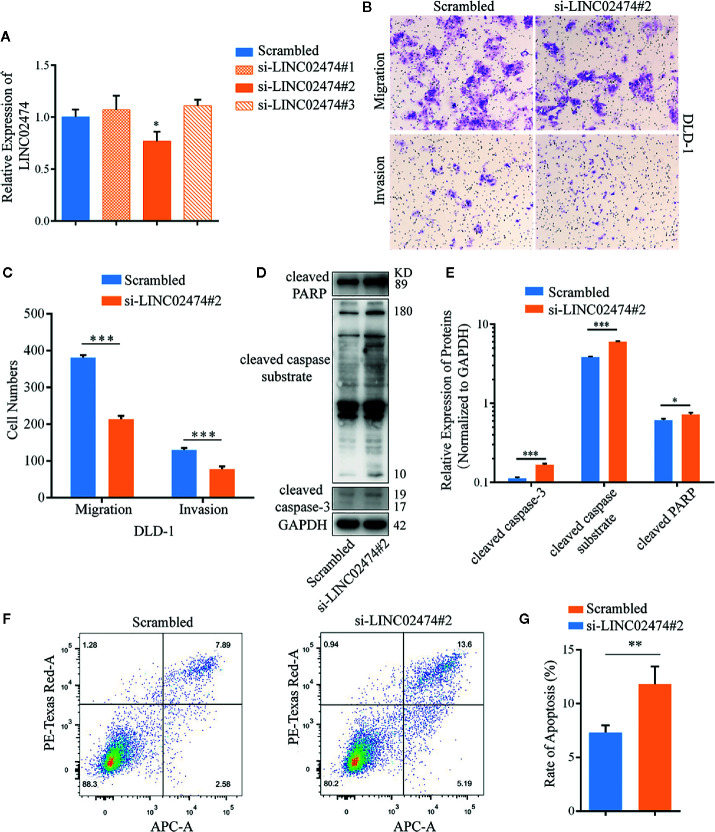
Depletion of LINC02474 with siRNAs may impede metastasis and promote apoptosis of CRC cells. **(A)** qRT-PCR results of LINC02474 expression by siRNAs. **(B, C)** Migration and invasion abilities of DLD-1 cells by transwell assay. Representative images (original magnification, ×100) are shown. **(D, E)** Expressions of apoptosis-related proteins (cleaved PARP, cleaved caspase substrate, and cleaved caspase-3) in DLD-1 cells after LINC02474 were depleted. **(F, G)** Apoptosis after LINC02474 depletion by flow cytometry. Results are means ± SD. * represents p < 0.05; ** represents p < 0.01; *** represents p < 0.001.

To directly address whether LINC02474 affected metastasis and apoptosis of CRC cells, small hairpin RNA (shRNA) plasmid vectors were designed and transferred into HEK293T cells. Then supernatants of HEK293T cells containing viral particles were collected and incubated with CRC cells, such as DLD-1, LOVO, and HCT116 cells, for 48 h to generate cell lines with stable depletion of LINC02474 was stably depleted (**Figures 3A, B** and **Supplementary Figure 1A**). In line with the previous data, the transwell assay revealed that the three cell lines’ migration and invasion abilities in the sh-LINC02474 group were reduced compared with the negative control group (**Figures 3C, D** and **Supplementary Figure 1B**). The apoptosis was increased after LINC02474 was stably depleted, consistent with our previous findings (**Figures 3E–H** and **Supplementary Figures 1C, D**).

**Figure 3:**
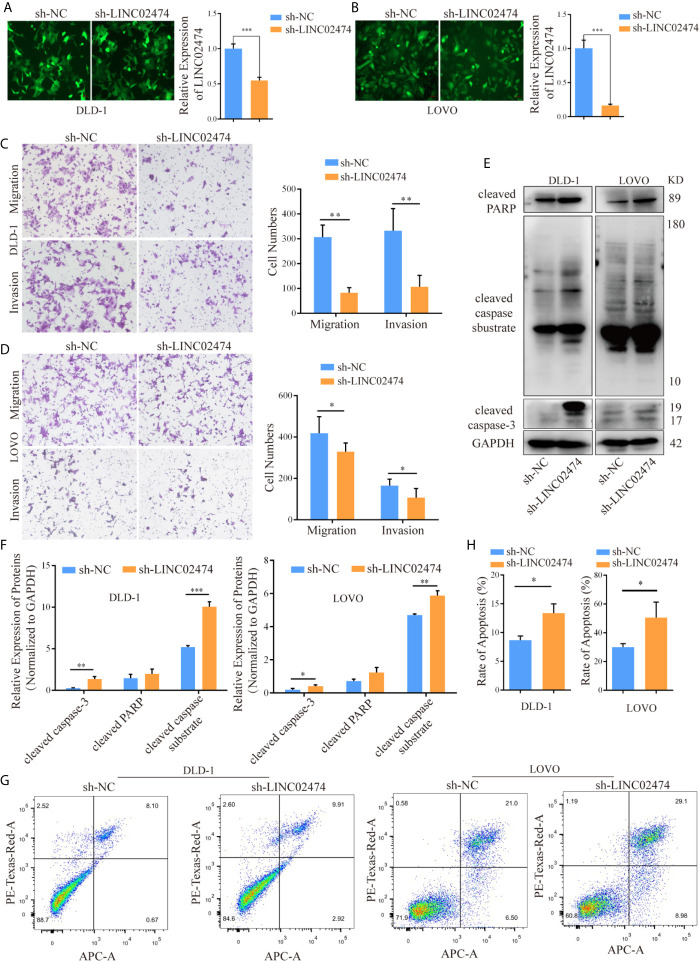
LINC02474, as an oncogene, promotes the abilities of migration and invasion but inhibits the apoptosis of CRC cells. **(A, B)** qRT-PCR results for knockdown efficiency of LINC02474 in DLD-1 and LOVO cells by shRNAs. Representative images (original magnification, ×200) are shown. **(C, D)** Migration and invasion abilities of DLD-1 and LOVO cells after LINC02474 was stably depleted. Representative images (original magnification, ×100) are shown. **(E, F)** Expressions of apoptosis-related proteins (cleaved PARP, cleaved caspase substrate, and cleaved caspase-3) in DLD-1 and LOVO cells after LINC02474 was stably depleted. **(G, H)** Apoptosis in DLD-1 and LOVO cells after LINC02474 was stably depleted by flow cytometry. Results are means ± SD. * represents p < 0.05; ** represents p < 0.01; *** represents p < 0.001.

Similarly, we synthesized the exogenous LINC02474 plasmid vector and established LINC02474-overexpressing cell lines using SW1116 and SW480 cells (**Supplementary Figures 2A, B**). As expected, the invasion and migration abilities of LINC02474-overexpressing cells were significantly increased in comparison with those transfected by pcDNA3.1 empty vector (**Supplementary Figures 2C–F**). The apoptosis rate was decreased when LINC02474 was overexpressed in SW1116 and SW480 cells (**Supplementary Figures 2G–J**). Besides, to investigate whether LINC02474 also promoted CRC metastasis *in vivo*, we intravenously injected LINC02474-depleted DLD-1 cells into nude mice. In the metastatic nude mouse model by tail vein, sh-LINC02474 significantly prevented the formation of pulmonary metastatic nodules compared the control group after 50 days (**Figures 4A, B**). Altogether, the results as mentioned earlier suggested that LINC02474 was an oncogenic lncRNA, and promoted tumor metastasis both *in vivo* and *in vitro* but inhibited CRC cells’ apoptosis.

**Figure 4:**
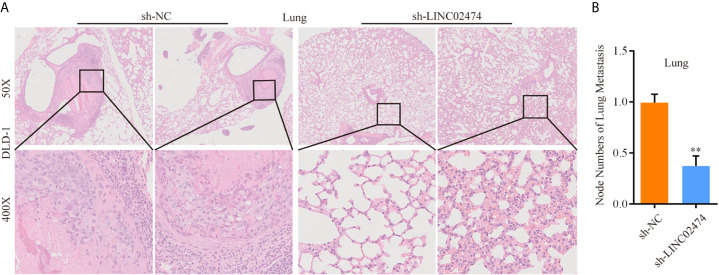
LINC02474 promotes tumor metastasis *in vivo*. **(A)** Representative microscopic images of metastatic pulmonary lesions in two group nude mice (n = 7 for each group). Representative images (original magnification, ×50 [up] and ×400 [down]) are shown. **(B)** The number of metastatic nodules in the lung were counted. ** represents p < 0.01.

### Identification of Target Genes of LINC02474 by RNA-seq

This study showed that depletion of LINC02474 could damage metastasis but facilitate apoptosis of CRC cells. However, the underlying mechanism remained unknown. Therefore, we performed RNA-seq in DLD-1 cells by depletion of LINC02474 or not.

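DLD-1 is an established human colorectal adenocarcinoma cell line. RNA-seq covered 3 samples of DLD-1 cells stably depleted of LINC02474 (sh-LINC02474) and 3 samples with the negative control shRNA (sh-NC), as paired-end libraries of poly(A) RNA, and the authors evaluated differential expression with Cuffdiff. The values used here are the authors' deposited tables of this comparison. They comprise GO and KEGG over-representation tables for 2 lists of DEGs, both at a 2-fold change, of which one was selected on an unadjusted P and the other on an adjusted P, and a list of 10005 genes ranked by a GSEA score. Each table holds 1 value per gene or term for the comparison of the groups, so the depth of each sample is unknown and no spread between replicates is given. For every GO term and KEGG pathway, the p-value was recomputed by a one-sided hypergeometric (Fisher's exact) test from the number of list genes in the term, the number of annotated list genes, the size of the term and the size of the background, with Benjamini-Hochberg adjustment within each ontology. All 3119 GO terms and 168 KEGG pathways for the unadjusted P list came within 0.1% of the authors' deposited p-values and adjusted p-values. A positive score means higher expression in sh-LINC02474. The paper's text does not name the ranking metric. Where fold changes or simulated scores are given, the score was taken as GSEA's signal-to-noise ratio, which divides the difference of the group means by the sum of the group SDs and sets each SD to at least 0.2 times its mean, so that no score can exceed 5. LINC02474 itself has no score in the authors' deposited table, and its level in the samples was not analysed here.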

The RNA-seq data showed that hundreds of differentially expressed genes (DEGs) were identified between the LINC02474 depletion group and the negative control group (**Figures 5A, B**). 

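The authors' deposited tables name 159 genes for the list selected on an unadjusted P, of which 155 appear in GO terms and 79 in KEGG pathways. For the list selected on an adjusted P, the authors' deposited tables name 23 genes, all of which are also among the 159 genes. Only genes annotated to a term of 10 to 500 genes are named, so both numbers are minimum sizes of the lists. The number of annotated genes given in the authors' deposited tables reached 173 for cellular components in the unadjusted P list and 23 for biological processes in the adjusted P list. Of the 159 genes, 92 have a score in the authors' deposited table, 43 above 0 and 49 below 0, and the other 67 have none. Their median absolute score was 0.987, against 0.157 for all 10005 genes in the authors' deposited table. Of the 23 genes, 14 have a score in the authors' deposited table, 6 above 0 and 8 below 0, with a median absolute score of 1.29. Among the 50 genes read from Fig. 5B, 17 have a score in the authors' deposited table, and for all 17 its sign was the direction shown, with 8 higher and 9 lower in sh-LINC02474.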

Gene Ontology (GO) analysis showed that the most significantly overrepresented cellular component included an anchored part of the membrane and extracellular matrix (**Figure 5C**). 

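Of the 260 cellular component terms tested for the unadjusted P list, anchored component of membrane had the smallest p-value. In the authors' deposited table it holds 7 of the 173 annotated list genes (CEACAM6, NRN1, CD109, LY6K, ENPP6, DPEP2 and NRN1L) and 156 of the 18678 background genes, a 4.84-fold enrichment (p = 6.34e-04 and adjusted p = 0.165, one-sided hypergeometric (Fisher's exact) test with Benjamini-Hochberg adjustment). Extracellular matrix came next, and the authors' deposited table lists 12 list genes in it, among them MMP3, MMP20 and L1CAM, and 468 background genes, a 2.77-fold enrichment (p = 0.00142 and adjusted p = 0.185, same Fisher's exact test). No cellular component term reached an adjusted p under 0.05, and 28 had an unadjusted p under 0.05. In the other ontologies, 6 biological process terms and 7 molecular function terms reached an adjusted p under 0.05. The smallest p-value was that of flavonoid metabolic process, with 5 of 171 annotated list genes in the authors' deposited table (p = 5.61e-08 and adjusted p = 1.42e-04, same Fisher's exact test). Of these 13 terms, 12 include UGT1A1, UGT1A7, UGT1A8 and UGT1A9, which lie at one locus on chromosome 2 and share 4 of their 5 exons, so that a read from these exons can belong to any of them. Gene families, taken as names alike without their final digits, were also counted as 1 gene in the list, though not in the terms. None of the 3119 terms then reached an adjusted p under 0.05, and 277 had an unadjusted p under 0.05. Vestibulocochlear nerve development, the term without UGT1A genes, kept its 3 genes. It dropped out through the adjustment, since the terms with smaller p-values were lost. For the adjusted P list, the smallest p-value among cellular components was that of focal adhesion, with 3 of 21 annotated list genes in the authors' deposited table (MRC2, STX16 and ITGA1; adjusted p = 0.154, same Fisher's exact test).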

Interestingly, the Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed that most genes were enriched in the pathway named transcriptional misregulation in cancer (**Figure 5D**). 

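Fig. 5D shows the KEGG pathways of the adjusted P list. In the authors' deposited table, 3 of the 16 list genes with a KEGG annotation (WNT16, GZMB and RUNX2) are in transcriptional misregulation in cancer, against 185 of 7914 background genes, an 8.02-fold enrichment (p = 0.00562 and adjusted p = 0.0574, one-sided hypergeometric (Fisher's exact) test with Benjamini-Hochberg adjustment). This was the largest number of list genes in any of the 51 pathways, and the pathway ranked 5 by p-value. Allograft rejection, graft-versus-host disease, type I diabetes mellitus and autoimmune thyroid disease had smaller p-values, each with GZMB and PRF1 as its list genes in the authors' deposited table. Apoptosis also held GZMB and PRF1 in the authors' deposited table (p = 0.0301 and adjusted p = 0.219, same Fisher's exact test), and with these 2 genes in the unadjusted P list it had p = 0.395 and adjusted p = 0.813. No pathway reached an adjusted p under 0.05, and 7 had an unadjusted p under 0.05. Without GZMB, transcriptional misregulation in cancer held 2 of 15 list genes (p = 0.0467 and adjusted p = 0.322, same Fisher's exact test). The alternative that moved the count of pathways most was the unadjusted P list, for which 8 of 168 pathways reached an adjusted p under 0.05. All 8 include UGT1A1, UGT1A7, UGT1A8 and UGT1A9, whose shared exons make up between 61.2% and 63.4% of their transcripts. For that list, transcriptional misregulation in cancer held 6 of 79 annotated genes in the authors' deposited table (WNT16, IGF1, GZMB, FLT1, RUNX2 and MMP3), as many as in any other pathway, with p = 0.0102 and adjusted p = 0.156 by the same Fisher's exact test.

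**Figure D2:**
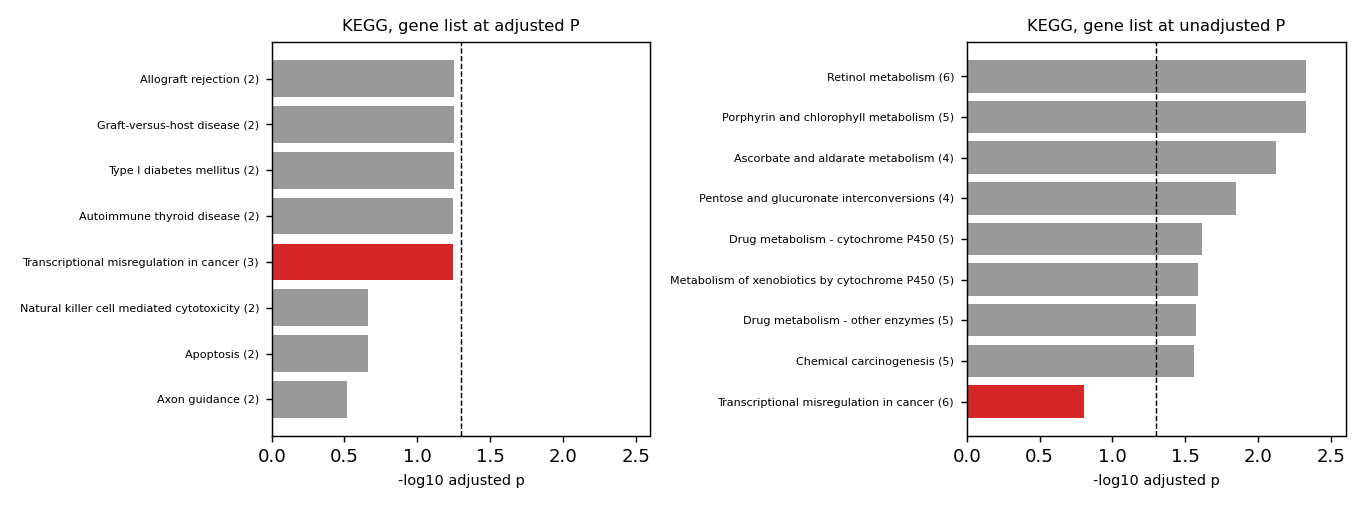
KEGG pathways with the smallest p-values for the adjusted P list (left) and the unadjusted P list (right), with transcriptional misregulation in cancer in red. Bars give the −log10 adjusted p of the one-sided hypergeometric test, the dashed line marks 0.05, and the number of list genes is in parentheses; no bar on the left and 8 bars on the right cross the line.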

The Gene Set Enrichment Analysis (GSEA) also revealed the gene markers between the sh-LINC02474 group and the control, and GZMB was ranked first (**Figure 5E**). 

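GZMB (chromosome 14, 24630954 to 24634267 of GRCh38, reverse strand) had a score of 4.00 in the authors' deposited table and was ranked 1 of 10005 genes. It also ranked 1 by absolute score. INHBA came next with a score of 2.63, SRPX2 with 2.14, HIPK4 with 2.04 and RADIL with 2.03 in the authors' deposited table. GZMH, which lies next to GZMB and shares stretches of sequence with it, ranked 6 with a score of 1.95 in the authors' deposited table. At the other end of the authors' deposited table, the lowest scores were those of WFDC2 (−3.18), CCDC117 (−2.999), PLA2G2F (−2.51), MYLK3 (−2.26) and NRN1 (−2.26). The SD of all scores in the authors' deposited table was 0.348. Because a signal-to-noise ratio of 3 against 3 samples has wide tails without any change, 1000000 unchanged genes were simulated at a coefficient of variation of 0.3, and 0.1% of them had an absolute score above 1.74. In the ranked list 25 genes lay beyond 1.74, 11 higher and 14 lower in sh-LINC02474, where 10.0 would by chance. At a coefficient of variation of 0.1, the alternative that moved this count most, 592 genes lay beyond the simulated limit. At 0.6 and without the lower bound on the SD, 4 genes and 1 gene did, fewer than the 10.0 given by chance. The median absolute score was 0.157 in the ranked list. For the simulated genes it was 0.287 at 0.3, 0.137 at 0.1, 0.315 at 0.6 and 0.321 without the lower bound. Of these settings, 0.1 came nearest to the typical gene, so the comparison of 25 genes with 10.0 rests on an assumed spread. GZMB was beyond the limit in each of these settings, and without the lower bound 0.0805% of simulated unchanged genes exceeded its score.

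**Figure D3:**
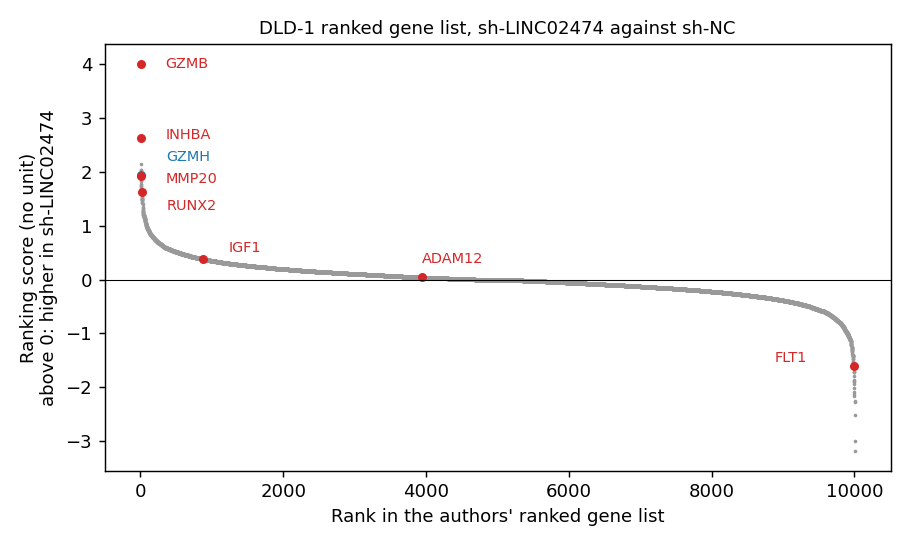
Ranking score (y axis, no unit, positive for higher expression in sh-LINC02474) of the 10005 genes in the authors' ranked list, against rank (x axis). The genes of Fig. 5F that have a score are in red and GZMH is in blue; GZMB stands alone at 4.00.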

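GZMB, AMIGO3, L1CAM, FZD9, INHBA, RUNX2, ADAM12, FLT1, IGF1 and MMP20 are all among the 159 genes that the authors' deposited tables name for the unadjusted P list. GZMB and RUNX2 are the 2 of these 10 genes named for the adjusted P list as well. In the authors' deposited table for KEGG, 4 of the 10 genes (GZMB, RUNX2, FLT1 and IGF1) are assigned to transcriptional misregulation in cancer, and the other 6 are not. WNT16 and MMP3 are the other list genes of this pathway in the authors' deposited table.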

Then genes involved in the transcriptional misregulation pathway, including GZMB, AMIGO3, L1CAM, FZD9, INHBA, RUNX2, ADAM12, FLT1, IGF1, and MMP20, were selected from DEG profiles and verified by qRT-PCR in DLD-1 cells (**Figure 5F**). 

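Of the 10 genes measured by qRT-PCR, 7 have a score in the authors' deposited table, 6 of them positive and 1 negative. MMP20 scored 1.92 (rank 7) and RUNX2 scored 1.62 (rank 16) in the authors' deposited table. IGF1 scored 0.381 (rank 880) and ADAM12 scored 0.0399 (rank 3948) in the authors' deposited table. FLT1 had the negative score, −1.61, at rank 18 from the bottom of the authors' deposited table. AMIGO3, L1CAM and FZD9 have no score in the authors' deposited table. At a coefficient of variation of 0.3, 3 of the 10 genes (GZMB, INHBA and MMP20) lay beyond the limit of simulated unchanged genes, and RUNX2, FLT1, IGF1 and ADAM12 lay within it. At a coefficient of variation of 0.1, RUNX2 and FLT1 also lay beyond the limit, and IGF1 and ADAM12 did not. At 0.6, where the limit was 2.54, GZMB and INHBA lay beyond it and MMP20 did not. Without the lower bound on the SD, where the limit was 3.76, only GZMB lay beyond it.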

GZMB was found to be significantly up-regulated among selected genes, which was consistent with our sequencing results. The other two CRC cell lines, LOVO, and HCT116, were examined for further identification, and found similar up-regulation was found in the sh-LINC02474 group. (**Figure 5G**). Besides, the protein expression of GZMB was also increased when LINC02474 was reduced (**Figure 5H**). Taken together, the data mentioned above implied that LINC02474 could suppress the expression of GZMB.

**Figure 5:**
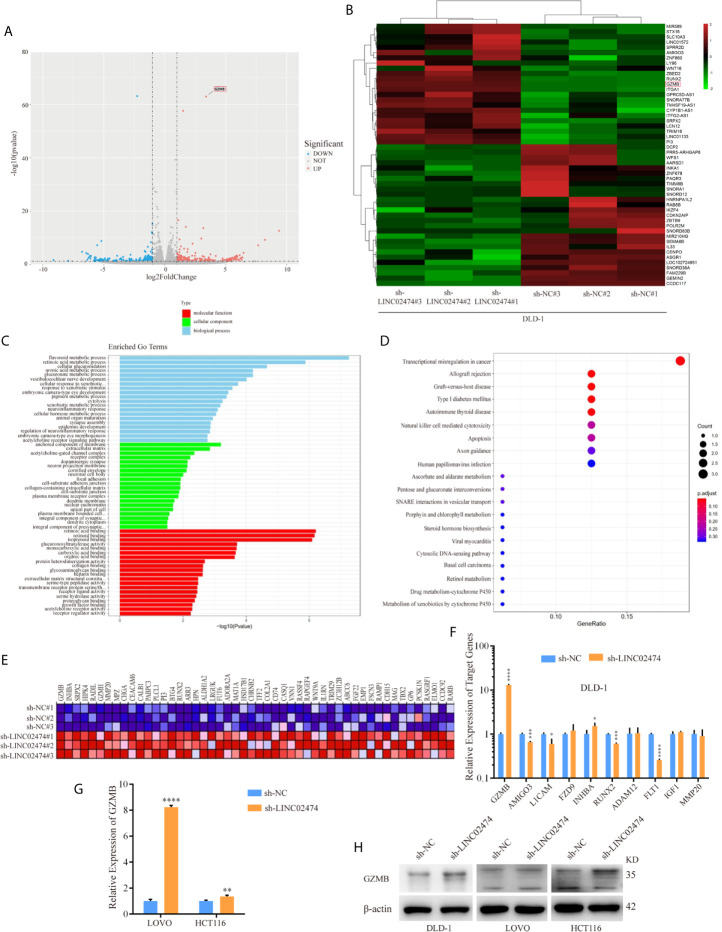
Identification of target genes for LINC02474 with RNA-seq. **(A)** Volcano plot and **(B)** Heatmap after LINC02474 depletion in DLD-1 cells. **(C)** GO, **(D)** KEGG, and **(E)** GSEA gene markers after LINC02474 depletion in DLD-1 cells. **(F, G)** qRT-PCR results for expression identification of selected genes in DLD-1, LOVO, and HCT116 cells. **(H)** Protein expression of GZMB in DLD-1, LOVO, and HCT116 cells. Results are means ± SD. * represents p < 0.05 ; ** represents p < 0.01; *** represents p < 0.001; **** represents p < 0.0001.

### Influence of LINC02474 on CRC Cells Can Be Mediated by Restricting GZMB

Based on the above experiments, we hypothesized that the function of LINC02474 could be regulated by the expression of GZMB. Therefore, we designed siRNAs targeting GZMB and transferred them into LINC02474-depleted DLD-1 cells, and the expression of GZMB both in mRNA and protein levels was assessed (**Figures 6A, B**). Compared with the negative control, we found that the impaired migration and invasion abilities could be restored by siRNAs of GZMB (**Figures 6C–F** and **Supplementary Figures 3A, B**), implying that GZMB was involved in the metastatic process of CRC cells. On the other hand, the expressions of apoptosis-related proteins, including cleaved PARP and cleaved caspase-3, were reduced when GZMB was depleted. Besides, we found that the expression of another related protein, Bid, was decreased, which was the substrate of GZMB and functioned as a proteolytic enzyme (**Figures 6G, H**). Accordingly, some previous studies have shown that GZMB can cleave Bid and caspase-3 and induce apoptosis in cells. These results supported that LINC02474 exerted an influence on metastasis and apoptosis of CRC cells mainly by suppressing the expression of GZMB.

**Figure 6:**
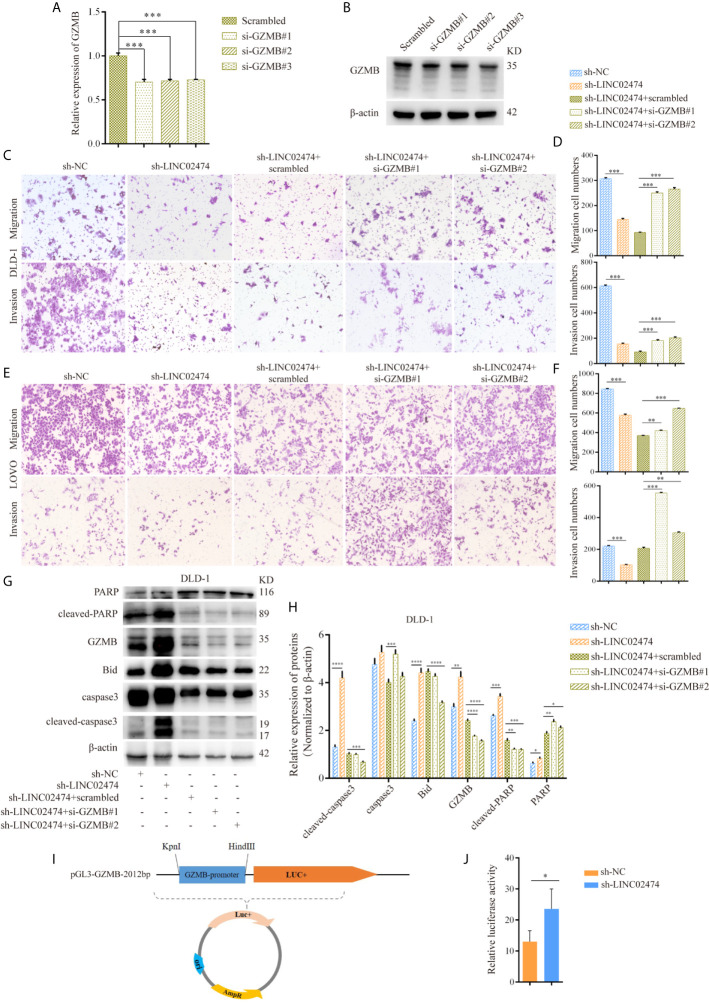
The influence of LINC02474 on CRC cells can be mediated by restricting transcriptional regulation of GZMB. **(A)** qRT-PCR and **(B)** Western blotting analysis for the expression of GZMB by siRNAs. **(C–F)** Migration and invasion after GZMB depletion in DLD-1 and LOVO cells, in which LINC02474 was stably depleted. Representative images (original magnification, ×100) are shown. **(G, H)** Expressions of apoptosis-related proteins and GZMB after depleting GZMB in DLD-1 cells, in which LINC02474 was down-regulated. **(I)** Dual-luciferase reporter gene vector of GZMB gene promoter. **(J)** Relative luciferase activity of GZMB gene promoter after LINC02474 was depleted. Results are means ± SD. * represents p < 0.05; ** represents p < 0.01; *** represents p < 0.001; **** represents p < 0.0001.

Due to the effects of LINC02474 on GZMB, we further tested the mechanism underlying the GZMB-regulated inhibition. Since we showed that LINC02474 could suppress the expression of GZMB at the mRNA level, we assessed whether LINC02474 could impede the stability of GZMB mRNA. The LINC02474-depleted DLD-1 cells were treated with actinomycin D (ActD) for different durations, and the mRNA stability of GZMB was analyzed by qRT-PCR. Surprisingly, there were no effects of LINC0474 on stability (**Supplementary Figure 3C**). Next, to explore whether LINC02474 hindered the transcriptional regulation of GZMB, we designed a dual-luciferase reporter system, which included the promotor region of GZMB (**Figure 6I**). After the plasmid vector was transferred into DLD-1 cells, the fluorescence intensity was more vigorous in LINC02474-depleted cells (**Figure 6J**). These findings provided direct evidence that LINC02474 could contribute to the blocking of the transcriptional regulation of GZMB.

Collectively, the results mentioned above indicated that LINC02474 could affect metastasis and apoptosis in CRC cells by suppressing the transcriptional regulation of GZMB.

## Discussion

The previous studies have mainly focused on the roles of protein-coding genes. However, many ncRNAs have been recently found to influence on the cellular process and progression of human diseases significantly. In particular, the impact of lncRNAs on tumor progression has been a hot research spot (36–39). For instance, lncRNA SATB2-AS1 has specifically low CRC expression, and its down-regulation is related to poor survival (40). Moreover, lncRNA CGLL1, a functionally, mechanistically, and clinically active oncogene, can promote tumor carcinogenesis and glucose metabolism in CRC (41). Similarly, a novel lncRNA, named LINC02474, was identified to be localized on chromosome 1 by employing lncRNA expression profile data downloaded from public databases. 

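In GENCODE release 29, the LINC02474 gene extends from 221966341 to 221984964 on chromosome 1 of GRCh38, a span of 18624 bases, and is annotated as a lincRNA.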

Besides, we hypothesized that up-regulated LINC02474 was associated with a poor prognosis, and it could be used as a prognostic biomarker.

Depletion of LINC02474 could damage metastasis *in vitro* and *in vivo* but promote apoptosis of CRC cells. Subsequently, RNA-seq data showed that depletion of LINC02474 might affect the expressions of cancer-related genes, such as GZMB. Furthermore, LINC02474 could inhibit the expression of GZMB not only at the mRNA level but also at the protein aspect. 

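If the score is GSEA's signal-to-noise ratio with its lower bound on the SD, it sets the smallest fold change that the group means can have. For GZMB, expression in sh-LINC02474 was then at least 9.03-fold higher than in sh-NC, a log2 fold change of at least 3.18. For INHBA, MMP20 and RUNX2 it was at least 3.22-fold, 2.24-fold and 1.96-fold higher, and for FLT1 at least 1.95-fold lower. For IGF1 and ADAM12 the score allows a change as small as 1.16-fold and 1.02-fold. ADAM12 is nevertheless in the unadjusted P list, which was selected at a 2-fold change. For 3 values of 0 or more per group, a 2-fold change gives a signal-to-noise ratio of at least 0.192 unless the mean of one group is 0, and 16 of the 92 list genes with a score in the authors' deposited table lie below it, ADAM12 among them. The bounds apply only to the values behind the scores. None of the 14 genes of the adjusted P list with a score, GZMB and RUNX2 among them, lies below 0.192. From the RNA-seq, in which GZMB was ranked first, and from the qRT-PCR and protein measurements that followed, the paper proposes that LINC02474 could suppress the expression of GZMB. The paper's further evidence is a luciferase assay with the GZMB promoter, GZMB siRNAs in depleted cells, and GZMB mRNA stability, which did not change.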

To further identify the inhibition of LINC02474, we knocked down GZMB in LINC02474-depleted cells with siRNAs and found that the impaired migration, invasion, and apoptosis abilities caused by LINC02474 depletion could be restored by down-regulating GZMB. Therefore, we speculated that LINC02474 exerted its effect mainly by inhibiting GZMB. Finally, with more in-depth mechanism exploration, we found that LINC02474 might affect the transcription of GZMB to regulate its expression at the mRNA level, not through RNA stability.

Previous reports have shown that GZMB is usually expressed in immune cells, such as NK cells and CTLs, and it performs cell killing ability in the tumor microenvironment (42–44). However, only very few studies have focused on the role of GZMB in cancer cells, even less in CRC cells. It has been found that low expression of GZMB is related to early metastasis, indicating invasion of blood vessels and nerves (26). Furthermore, a recent study has proved that the expression of GZMB at the mRNA level is lower in early metastatic CRC (45). The present study found that GZMB could be expressed in CRC cells, and LINC02474 might inhibit its expression through transcriptional regulation.

Taken together, we identified a novel lncRNA, LINC02474, which could affect migration and invasion as well as apoptosis by inhibiting the expression of GZMB in CRC. Moreover, the high expression of LINC02474 might be associated with a poor prognosis. Therefore, LINC02474 could potentially be potential biomarker for CRC prognosis.

## Data Availability Statement

The raw and processed data of High-throughput Sequencing (Next Generation Sequencing) can been accessed with accession number GSE169722 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE169722) in the Gene Expression Omnibus (GEO) database.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Committee for Ethical Review of Research involving Human Subjects of the Second Hospital, Cheeloo College of Medicine, Shandong University. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of The Second Hospital, Cheeloo College of Medicine, Shandong University.

## Author Contributions

CW and LD conceived and designed this study. TD and QG performed the experiments, conducted the data analysis, and prepared figures and tables. YZ, JG, JL, LW, PL, and YW provided technical support and revised the article. CW, LD, TD, and QG wrote the manuscript. All authors have read and approved the final version of the manuscript.

## Funding

This research was supported by a grant from the National Natural Science Foundation of China (81972007 and 82002228), the National Key Research and Development Program of China (2018YFC0114700), the Key Research and Development Program of Shandong Province (2019GHZ003, 2018YFJH0505 and 2019GSF108206), the Natural Science Foundation of Shandong Province (ZR201910250056), and the Fundamental Research Funds of Shandong University (2082018JC002).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Long Non-coding RNA LINC02474 Affects Metastasis and Apoptosis of Colorectal Cancer by Inhibiting the Expression of GZMB
**Source:** Front Oncol. 2021 Apr 9;11:651796. doi: 10.3389/fonc.2021.651796
**Supplement:** Supplementary file 4

**Supplementary Table 1. The correlation between the expression of LINC02474 and clinical-pathological characterizations of CRC patients.**

| **Parameters** | **Total case** | **LINC02474** | **P value** |
| --- | --- | --- | --- |
| **Age(years)** |  |  | 0.9713 |
| ＜62 | 37 | 1.558（0.3831-5.932） |  |
| ≥62 | 43 | 1.579（0.4118-9.547） |  |
| **Sex**  Male |  |  | 0.3590 |
|  | 47 | 1.558（0.2176-5.098） |  |
| Female | 33 | 1.597（0.5899-10.69） |  |
| **Tumor size** |  |  | 0.4818 |
| ≤5cm | 56 | 1.506（0.4715-15.67） |  |
| ＞5cm | 18 | 1.675（0.1630-2.838） |  |
| NA | 6 | NA |  |
| **Lymph node metastasis** |  |  | 0.8021 |
| Negative | 34 | 1.228（0.3916-10.36） |  |
| Positive | 40 | 1.706（0.4515-5.899） |  |
| NA | 6 | NA |  |
| **Distant metastasis** |  |  | 0.4141 |
| No | 59 | 1.659（0.4863-11.84） |  |
| Yes | 15 | 1.591（0.1303-5.098） |  |
| NA | 6 | NA |  |
| **TNM stage** |  |  | 0.5072 |
| Ⅰ  Ⅱ | 5 | 3.138（0.3310-11.14） |  |
|  | 22 | 0.7834（0.4326-29.97） |  |
| Ⅲ | 32 | 1.706（0.7041-5.899） |  |
| Ⅳ | 15 | 1.591（0.1303-5.098） |  |
| NA | 6 | NA |  |

Note: NA represents no value.

How the deposited data were processed for this re-analysis (not part of the article)

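The RNA-seq experiment compared 3 samples of DLD-1 cells stably depleted of LINC02474 with 3 samples of DLD-1 cells with the negative control shRNA. Samples were assigned to these groups from their labels and from the sample names in Fig. 5B and Fig. 5E. The labels of replicates 2 and 3 of the depleted group give other LINC numbers in their descriptions, and the paper and the text on the design settle them as LINC02474. The authors sequenced paired-end poly(A) libraries and used Cuffdiff with a log2 fold change beyond 1 and P under 0.05 to select DEGs. The paper's text does not name the aligner, the genome build, the gene annotation or the enrichment tool. TCGA data, tissues, qRT-PCR, blots, luciferase and mouse experiments, and the full table of DEGs, were not analysed here.

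The data were 4 over-representation tables and 1 ranked gene list. In the over-representation tables, the authors deposited a p-value, an adjusted p-value and a q-value for each GO term or KEGG pathway, with the number of list genes in the term and the names of these genes. One pair of tables is for DEGs selected on an unadjusted P and the other for DEGs selected on an adjusted P. In the ranked list, the authors deposited a score for each gene, in the layout GSEA writes, and the metric behind it is not named in the paper's text. All of these are values of the comparison of the groups. Depth per sample is therefore unknown, no error bar between replicates can be given, and no test across samples was possible. Of the names in the ranked list, 54 join several gene symbols and 11 are 5-digit numbers, the form that spreadsheet software gives to symbols read as dates. The list gives a score to 9848 of the 19931 protein-coding genes of the annotation (49.4%), so a gene without a score was not read as unchanged.

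Enrichment was recomputed with a one-sided hypergeometric (Fisher's exact) test and Benjamini-Hochberg adjustment within each ontology, with a threshold of 0.05 on the adjusted p. The plan set before the data were examined took the list behind Fig. 5C and Fig. 5D as the main one. The values of Fig. 5C are those of the unadjusted P list and the values of Fig. 5D are those of the adjusted P list, so GO results are given for the former and KEGG results for the latter, each with the other list as an alternative. The background was the one in the authors' tables, which is all annotated genes and not the genes expressed in DLD-1 cells. Alternatives were the conservative (EASE) p with 1 list gene fewer in each term, terms with at least 2 list genes, adjustment over all GO terms together, gene families counted as 1 gene, and transcriptional misregulation in cancer without GZMB. A gene family was taken as all names alike without their final digits, which also joins unrelated genes such as CD109 and CD247. Families and UGT1A genes were joined among the list genes only. The sizes of the terms and of the background stayed as they were.

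Scores were compared with those of 1000000 simulated unchanged genes, drawn from a normal distribution with 3 samples per group and a coefficient of variation of 0.3, with 0.1 and 0.6 and no lower bound on the SD as alternatives. The limit was the absolute score that 0.1% of them exceeded. The smallest fold change was computed as (1 + 0.2 × score) / (1 − 0.2 × score), which holds if the score is the signal-to-noise ratio with SDs of at least 0.2 times the mean. The median scores of fixed lists of 20 interferon-stimulated genes and 15 cytotoxic lymphocyte genes were given as percentiles among 10000 random lists of the same size. They were not matched on mean expression. Scores of genes with and without a match to bases 2 to 8 of the guide strand of the siRNA 356 sequence in the 3′ UTR were compared with those for 100 shuffled seeds. Positions are from GENCODE release 29 on GRCh38 and were used only for annotated genes, sequence matches and neighbours of GZMB.

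Genes named in the text follow a rule set in advance: the genes the paper names for RNA-seq, the 5 highest and 5 lowest scores, the genes of transcriptional misregulation in cancer and of apoptosis, the genes of the top 3 GO terms of each ontology where there are 10 or fewer, the granzyme paralogs of GZMB, and members of the fixed lists. UGT1A1, UGT1A7, UGT1A8, UGT1A9, and the genes around GZMB and in focal adhesion, were named after their values were seen.

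The enrichment test, the score limit and fold bound, the list percentile and the seed comparison were tested on simulated data. The sequence matches and the arithmetic on transcript positions and on the score of a 2-fold change were not. Of 168 simulated terms, all 20 with planted genes were recovered and 1 of the other 148 was called. Of 10000 simulated genes, 174 of the 200 changed by 6-fold lay beyond the limit and 5 of the 9800 unchanged ones did, and the lower bound on the fold held for all 200. A list shifted upward lay at percentile 100 and an unshifted one at 4.6. A planted seed effect of −0.2 was found as −0.207. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.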

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

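The test of the genes around GZMB was chosen only after the scores were seen, and counting the UGT1A genes as 1 gene only after the genes of the pathways were seen; the test of shared stretches and that of near-complete matches were written before their results.

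For the unadjusted P list, 8 KEGG pathways reached an adjusted p under 0.05 (one-sided hypergeometric (Fisher's exact) test with Benjamini-Hochberg adjustment), led by retinol metabolism and porphyrin and chlorophyll metabolism. Fig. 5D shows the other list and the paper does not discuss these pathways. All 8 include UGT1A1, UGT1A7, UGT1A8 and UGT1A9. These genes have separate first exons and share the other 4 of 5 exons, so that a read from a shared exon can be assigned to any of them. With the UGT1A genes counted as 1 gene, 0 pathways reached an adjusted p under 0.05 and 7 had an unadjusted p under 0.05. Reads shared between the UGT1A genes may thus have made 1 change count as 4. The sizes of the pathways and of the background still counted each UGT1A gene, which by itself lowers the enrichment of these pathways. A true change of this locus stays open, since counting its genes as 1 has the same effect on the test then. The UGT1A genes have no score in the ranked list, so their direction is not known here. In the adjusted P list, UGT1A7 is the one UGT1A gene named.

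In the authors' deposited table, GZMH had a score of 1.95, rank 6, beyond the 1.74 that 0.1% of simulated unchanged genes exceed, and the paper does not mention it. It is not beyond the limits of 2.54 at a coefficient of variation of 0.6 and 3.76 without the lower bound on the SD. GZMH and GZMB are neighbours on chromosome 14 (GZMH from 24606480 to 24609699, GRCh38) and paralogs. Over the 968 bases of GZMB-201, 77 of 869 stretches of 100 bases (8.86%) match GZMH with 2 mismatches or fewer, and the longest exact match is 106 bases. Reads of GZMB counted on GZMH may therefore have contributed to its score; how many reads were shared was not measured. The other 22 listed genes within 500 kb all lie on the side of GZMB with lower positions, from 24131275 to 24576260. All but CMA1 and CTSG end by 24442905, and the other side of GZMB was not covered. A rise of every gene on the covered side is argued against by these 22 genes, with 12 above 0 and 10 below, down to −0.957. Their median score of 0.0358 lay at percentile 82.11 of random lists, so a rise of some of them stays open. CTSG, in the same cluster, scored 0.223 in the authors' deposited table, and CMA1, the next listed gene, scored 0.104. Both are above 0, so a rise limited to the nearest genes is not argued against. An effect of LINC02474 depletion on both granzymes stays open and was not tested.

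Apart from the 10 genes the paper names for qRT-PCR, 22 genes lay beyond the simulated limit of 1.74, 8 higher and 14 lower in sh-LINC02474. Together with GZMB, INHBA and MMP20 they make 25, where 10.0 would by chance. This excess depends on the spread assumed for unchanged genes. At a coefficient of variation of 0.1 there were 592 genes, and at 0.6 and without the lower bound on the SD there were 4 and 1, fewer than by chance. The lowest of all was WFDC2 with a score of −3.18 in the authors' deposited table, at least 4.51-fold lower if the score is a signal-to-noise ratio with the lower bound. Silencing of other transcripts with near-complete matches to the 356 sequence is argued against for the lowest scores, since 0 of the 5 genes with the lowest scores (WFDC2, CCDC117, PLA2G2F, MYLK3 and NRN1) have a transcript that matches its 19 bases with 3 mismatches or fewer. A biological effect of the depletion, an effect of the shRNA by another route and chance among 10005 genes stay open for these genes. That the shRNA has the 356 sequence is taken from the number in the sample labels and was not tested.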

How the results depend on the processing

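Alternatives with the UGT1A genes counted as 1 gene, all alternatives for the adjusted p of transcriptional misregulation in cancer except the list without GZMB, its ranks in the unadjusted P list, the size of the lists, and the seed results for the negative control, long 3′ UTRs and 8 bases were chosen only after the data were seen; the others were set before the data were examined. Of 35 alternatives, 14 were classed as leaving a result on its side of the threshold or within its error. These 14 include adjustment over all GO terms together, although it moved the count of GO terms from 13 to 9 and no error is given for that count. A further 17 were classed as moving a count, rank or percentile, 3 were weaker, 1 was stronger and none reversed a direction.

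The rank of GZMB stayed at 1 by absolute score and after leaving out non-coding entries, and the number of positive scores among the qRT-PCR genes stayed at 6 after the latter. Leaving out non-coding entries could change neither value, since GZMB was already first and no qRT-PCR gene was left out. Both were nevertheless classed as leaving the result on its side. The number of genes named was 159 for the unadjusted P list and 23 for the adjusted P list.

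GO terms with an adjusted p under 0.05 numbered 13. They numbered 9 with adjustment over all GO terms together, 1 with the other list, 4 with the EASE p, 41 with terms of at least 2 genes, which are fewer tests, and 0 with gene families or the UGT1A genes counted as 1 gene, where 277 and 276 terms had an unadjusted p under 0.05. KEGG pathways numbered 0, with 7 at an unadjusted p under 0.05. They numbered 8 with the other list, 7 with pathways of at least 2 genes, where 9 were tested in place of 51, and 0 with the EASE p, with gene families as 1 gene, or with the other list and UGT1A genes as 1 gene, where 0, 7 and 7 had an unadjusted p under 0.05.

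The adjusted p of transcriptional misregulation in cancer was 0.0574 (one-sided hypergeometric (Fisher's exact) test). It ranged from 0.0101 with pathways of at least 2 genes, the only alternative under 0.05, to 1 with the EASE p, with 0.322 without GZMB and 0.156 with the other list. The pathway ranked 5 by p, 1 by number of genes and 11 by fold enrichment, and with the other list 11 by p and 1, tied with others, by number of genes.

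Genes beyond the simulated limit numbered 25, and 592, 4 and 1 with a coefficient of variation of 0.1, with 0.6 and without the lower bound on the SD. The count follows from the limit, which was 1.74, 0.676, 2.54 and 3.76, and 10.0 genes would lie beyond each by chance. For the smallest fold changes, no alternative was run. The percentile of the interferon-stimulated genes moved from 96.33 for the median to 98.85 for the mean, and that of the cytotoxic lymphocyte genes from 63.76 to 98.56, the latter through GZMH, without which the mean was at 57.96. The seed difference of −0.0428 was weaker for the 6-base match (−0.0153) and the passenger strand (−0.0120), and the cause was not tested. For the negative control guide the difference was −0.0146. It was also classed as weaker, but silencing through this guide in sh-NC would give a positive difference.

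No paired analysis was possible because the tables hold values of the comparison of the groups and none per sample. For the same reason, the fit with the replicate number as a block and the fits with each replicate left out were not run. The depth is unknown, so scores of genes with few reads cannot be told from those of genes with many.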

Differences from the paper's values

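The adjusted p of transcriptional misregulation in cancer for pathways of at least 2 genes was chosen only after the values were seen. The bounds below are from RNA-seq scores taken as signal-to-noise ratios, while Fig. 5F is qRT-PCR. They hold only with the lower bound on the SD and only for the values behind the scores; 16 of the 92 genes of the unadjusted P list with a score lie below the 0.192 that a 2-fold change of such values would give. No alternative was set before the data were examined or run for the bounds.

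For RUNX2 the score allows no less than a 1.96-fold rise in sh-LINC02474, and the paper's qRT-PCR value is about 0.6 in Fig. 5F, read by eye. For MMP20 the bound is 2.24-fold higher and the paper's value is about 0.9 in Fig. 5F. For INHBA the bound is 3.22-fold higher and the paper's value is about 1.5 in Fig. 5F. For GZMB the bound of 9.03-fold does not exceed the paper's value of about 13 in Fig. 5F, nor does its log2 bound of 3.18 exceed the paper's value of about 3.4 in Fig. 5A.

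The paper gives 441 bases as the length of the full-length LINC02474 cDNA. LINC02474-202, which contains the 356 site, is annotated with 1148 bases, and LINC02474-201 with 455 bases.

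The paper states that most genes were enriched in transcriptional misregulation in cancer. It has the largest number of genes in the adjusted P list, 3 as in Fig. 5D (about 3), ranks 5 by p and has an adjusted p of 0.0574 by the one-sided hypergeometric (Fisher's exact) test. With the authors' other gene list it holds 6 genes, as many as 2 other pathways. With pathways of at least 2 genes its adjusted p was 0.0101 by the same Fisher's exact test, an alternative chosen after seeing the values. The paper presents the 10 genes of Fig. 5F as genes of this pathway; the authors' deposited table for KEGG assigns 4 of them to it. The paper describes anchored component of membrane and extracellular matrix as the most significantly overrepresented cellular components. They had the smallest p-values of that ontology in the unadjusted P list, with adjusted p of 0.165 and 0.185 by the same Fisher's exact test, and the adjusted P list was led by focal adhesion.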

Other observations

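The tests of filters on the ranked list were chosen only after the absent genes were seen; the other tests in this part were written before their results.

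PRF1, which encodes perforin, is one of the 23 genes that the authors' deposited tables name for the adjusted P list, and the paper does not mention it. Of the 7 KEGG pathways with an unadjusted p under 0.05 in that list, 6 have GZMB and PRF1 as their list genes, natural killer cell mediated cytotoxicity and apoptosis among them. In the unadjusted P list, these 2 pathways had p = 0.142 and p = 0.395 by the one-sided hypergeometric (Fisher's exact) test. CD247 is named for the unadjusted P list. PRF1 and CD247 have no score, so their direction is not known here. RNA from cytotoxic lymphocytes in the sh-LINC02474 samples would raise GZMB together with the other transcripts of such cells. Of the 15 cytotoxic lymphocyte genes, 7 have a score, with a median of 0.0166 at percentile 63.76. Without GZMH, which shares sequence with GZMB, the median of the 6 others was 0.00829, at percentile 57.5 of random lists. The highest of these in the authors' deposited table was KLRB1 with 0.343, followed by NKG7 with 0.224. In the same authors' deposited table, PTPRC scored 0.0166, CD2 exactly 0, GNLY −0.0322 and KLRD1 −0.479. Genes of these cells outside the list, chosen after their values were seen, also go both ways: in the authors' deposited table IL2RG scored 0.933, IL2RB 0.929, CD160 0.922 and CD5 0.790, while CD53 scored exactly 0, CD48 −0.0593, ITGAL −0.753 and CORO1A −0.811. From the scores alone, lymphocyte RNA and a change in DLD-1 cells cannot be told apart as the source of GZMB's score of 4.00. Most genes of the list, PRF1 and CD247 among them, have no score, and the others have no common direction. The paper also reports higher GZMB by qRT-PCR in LOVO and HCT116 cells depleted of LINC02474. Lymphocyte RNA in the DLD-1 samples would not account for the rise in those lines.

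Of the 20 interferon-stimulated genes, 14 have a score, 12 above 0 and 2 below. Their median score was 0.121, at percentile 96.33 of random lists of the same size, and the highest in the authors' deposited table were IFI44 with 0.851, RSAD2 with 0.768 and IFI6 with 0.505. None of them lies beyond the simulated limit of 1.74 at a coefficient of variation of 0.3, while IFI44 and RSAD2 lie beyond the limit of 0.676 at 0.1.

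A hypothesis for part of the differences in score is silencing of other transcripts through the guide's seed. Genes with a match to bases 2 to 8 of the 356 guide (site GATGAAA) in the 3′ UTR numbered 1610 of 9846, and their median score was lower than that of the other genes by a difference of −0.0428. Of 100 shuffled seeds, 99 gave a higher difference, but all 100 gave a negative difference, from −0.0428 to −0.00513 with a median of −0.0165, so a negative value alone is not particular to this seed. With the match followed by A, the difference was −0.0612 (634 genes), and among 3′ UTRs of at least the median length it was −0.0424. The passenger strand gave −0.0120 and the negative control guide −0.0146, within their shuffled seeds. Seed effects may have contributed to the scores of genes with a match, and were not shown for any single gene. That the sh-LINC02474 samples express the 356 sequence is an assumption from the number in their labels, since the text of the shRNA vector in the supplement holds the negative control sequence and not the 356 sequence. The guide is likewise assumed to be the antisense of the target.

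The length of the paper's LINC02474 cDNA differs from LINC02474-202 by 707 bases (1148 against the paper's 441). The 356 sequence starts at base 1063 of LINC02474-202, which is also 707 more than the number in its name, while the 106 sequence starts at base 106. For the 3 GZMB siRNAs, the number in the name differs from the position in GZMB-201 by 77 in each case. A candidate explanation is a transcript whose exon 3 starts 707 bases later, at 221984761 on chromosome 1 of GRCh38, which leaves 204 bases of exon 3 and 237 bases of exons 1 and 2. The last 2 bases before that position are AG, as at a splice acceptor (TTGTTATAACATGCCTGAACAG). In exon 3, 6.92% of positions follow AG, so a match by chance stays open, and no reads across this junction were analysed here.

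The median absolute score of the ranked list was 0.157. It was 0.321 for simulated unchanged genes with a signal-to-noise ratio without a lower bound on the SD, and 0.287 with the bound at a coefficient of variation of 0.3. It was 0.315 with the bound at 0.6 and 0.137 with the bound at 0.1. The observed value lies below each of these except the last, so the coefficient of variation of 0.3 behind the limit of 1.74 is not matched by the typical gene either. The simulation drew independent samples, and how samples that vary together would move these values was not tested. Whether the score has the bound therefore cannot be told apart without values per sample.

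Of the 159 genes named for the unadjusted P list, 67 have no score. All 67 are protein-coding in the annotation, which argues against a filter that kept protein-coding genes as the reason. In the ranked list, 355 genes have a score of exactly 0. Without read counts it cannot be told whether these genes lack reads, so a filter that removed genes without reads stays open. What separates genes with and without a score was not found.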
